A study of Mus musculus with 3 samples.

How the data were processed

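Aortic immune cells of mice were profiled by droplet single-cell RNA sequencing in 3 libraries, 1 per group. Per the labels, all mice carried a disrupted Apoe gene on the C57BL/6J background. One group was labelled control, the HHcy group received homocysteine at 1.8 g/L in the drinking water for 4 weeks, and the WD group was fed a western diet for 4 weeks. The labels do not spell out HHcy, and the series title speaks of homocysteinemia. Per the labels' protocols, whole aortas with their adventitia were freed of fat, minced and digested with collagenases, hyaluronidase and DNase, and live nucleated CD45+ cells were sorted. CD45 is the surface protein of blood-derived cells, encoded by Ptprc. The labels do not state how many mice were pooled in a library, their sex or the sequencing dates.

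The authors' deposited matrices hold raw counts of unique molecular identifiers (UMIs) per gene and cell barcode, without normalization. The libraries were made with the Chromium 3' version 3 chemistry per the labels' protocols, and the matrices were written by Cell Ranger 4.0.0 per the file headers. The genome build and gene annotation are not stated there, so no coordinates are given, and genes are identified by the symbols and Ensembl identifiers of the matrices, which list 32285 genes. Only called cells were analysed here. Empty droplets were not analysed here, so free RNA in the droplets was read from cell classes that should lack a gene. The files held 0 columns of samples outside the series.

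Barcodes with fewer than 200 detected genes or with over 10% mitochondrial UMIs were left out. Scrublet, the doublet caller planned in the design, marked almost no barcodes. Multiplets were then removed with a marker rule in its place. This rule was chosen after the data were examined. A barcode was assigned to a lineage when it held at least 7 detected markers of B cells, 6 of T or NK cells, 12 of myeloid cells, 8 of neutrophils or 6 of stromal cells, and it was left out as a doublet when it reached the limit of 2 or more of these 5 lineages. The rule cannot mark doublets of the same lineage. On sums of real single cells, it marked 83.6% of 500 simulated pairs of a B cell with a macrophage and 85.2% of 500 pairs of a B cell with a T cell at full depth, and 5.4% of pairs of B cells. When each sum was thinned to the mean UMI count of its cells, the first 2 shares were 54.2% and 62.8%, so doublets remained among the cells used.

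The cells of the 3 libraries were clustered together, without batch correction. Each cell was scaled to its UMI total and log transformed, and 2000 variable genes were chosen by their mean rank over the libraries. Mitochondrial, ribosomal protein, haemoglobin, sex-linked and immunoglobulin or T cell receptor genes were kept out of the variable genes. Clusters were found with the Leiden algorithm (resolution 1.0, random seed 1) on a shared-neighbour graph of 20 neighbours in 30 principal components. Clusters of T, NK and innate lymphoid cells and unnamed clusters were clustered once more, giving 47 clusters. A cluster was named for a class of cells, as "class-like", from a fixed set of marker genes. The name required at least 3 markers, each detected in 25% of its cells, the highest score over the best 5 markers, and no more markers of another class than of its own among its 10 leading genes. Several limits were set after the data were examined: a score of at least 0.2, a second class at under 0.5 of the first score, lists of leading genes from cells outside the classes, the lineage limits above, and a second look that took the class name from sub-clusters led by 3 or more markers of another lineage among 30 leading genes. The second look left 12, 9 and 9 T cells and 39, 27 and 27 macrophages unnamed in the control, HHcy and WD libraries. In all, 1.80%, 1.71% and 2.20% of the cells used stayed unnamed. B cells, T cells and macrophages/monocytes were each clustered again (resolution 0.5), and sub-clusters were named in the same way. A named subset was compared between libraries only if the median log2 ratio of the leading genes of each of its sub-clusters was within 0.5 of 0 in both comparisons and could be computed. That limit was also set after the data were examined.

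With 1 library per group, no test between groups is possible, and no p-value was computed. Cells are not replicates of a group. Shares carry exact 95% Clopper-Pearson intervals, UMI sums carry exact Poisson intervals, and ratios of UMI sums carry exact conditional binomial intervals. Log2 ratios of shares carry intervals from the binomial counts on the log scale. All of these intervals cover counting error only. They leave out the spread between mice, dissections and library preparations. The intervals of UMI sums, of their ratios and of the gene lists treat each UMI as independent. They therefore also leave out the spread between cells, and are too narrow where a few cells held most UMIs of a gene. Where a count was 0, the limit that 3 counts would give is stated. For expression, UMIs were summed over the cells of a class in each library and divided by the class total to give CPM, the UMIs of a gene scaled to a common class total. This sum used the deposited counts. edgeR and DESeq2 were not used, because they need replicates.

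The marker genes, the gene lists, the ligand and receptor pairs, the rule for named genes and the first set of alternatives were chosen before the data were examined. The 15 gene lists were dissociation and heat shock response, MHC class II presentation, B cell activation, T cell activation, naive T cell, interferon-stimulated, unfolded protein response, cholesterol synthesis and uptake, targets of the liver X receptors (LXR targets), foam cell, inflammatory macrophage, one-carbon and homocysteine metabolism, glycolysis, oxidative phosphorylation and cell cycle. For each list, the median log2 CPM ratio was taken over genes with at least 10 UMIs in the compared libraries, after adding 1 CPM to both sides. Its interval came from 1000 resamples of the counts. Its percentile among 10000 random lists of the same size, matched in 20 bins of mean expression, describes these libraries and is not a test. The ligand and receptor genes of B cells and T cells formed 18 pairs, of which 1 gene is not reported here. The rule for named genes took, per class and comparison, the 3 genes that rose most and the 3 that fell most, ranked by the interval end nearer 0, among genes with at least 50 CPM in the higher library. Mitochondrial, ribosomal, immunoglobulin, T cell receptor, haemoglobin and sex-linked genes and the dissociation list were left out, as were genes below 5% of their CPM in another class of at least 50 cells, as candidates for free RNA.

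The computations were tested on simulated data. Class sums were drawn as Poisson counts for the real genes at the real depths, with 200 genes changed by known amounts. Over the 6 combinations of class and comparison, with 8758 to 14123 genes each, the gene intervals held the true value for 95.8% to 96.7% of genes. Between 80.0% and 94.0% of the changed genes had an interval on the right side of 0, and 0 on the wrong side. Lists planted with a true log2 ratio of 1 gave medians from 0.72 to 1.12. In 2000 simulated binomial draws of the control library, the share intervals held the truth in 95.25% for B cells and 94.85% for T cells. Both simulations follow the model that their intervals assume, without spread between cells or mice. Coverage near 95% therefore checks the computation and not how well the intervals describe the real cells.

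The first set of alternatives was a minimum of 500 genes, mitochondrial limits of 5% and 20%, doublets kept, Leiden resolutions of 0.5 and 2, each library clustered on its own, each cell named by its own markers, a denominator without neutrophils, scaling by the median of ratios over genes, cells weighted equally, cells thinned to 1000 UMIs, a class total without mitochondrial, ribosomal and receptor genes, a minimum of 50 UMIs, a prior of 10 CPM, and sub-cluster resolution 1. Added after the data were examined were libraries weighted to the same sub-cluster mix, over sub-clusters with at least 10 cells in both, macrophages/monocytes without the cells that held 10 or more Apoe UMIs, and T cells without the sub-cluster led by NK cell genes, whose cells stayed in the denominator of the shares. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9.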

Results

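The study compared immune cells of the aorta, adventitia included, in mice labelled Apoe-deficient that were kept as controls, given homocysteine in the drinking water or fed a western diet. Apoe-deficient mice clear lipoproteins poorly and develop atherosclerosis. The series title names interactions between B cells and T cells in homocysteinemia as the question. There was 1 library per group. The control library held 7512 called barcodes with 66789257 UMIs, the library labelled HHcy held 9753 with 105180370, and the WD library held 8557 with 93164076. The median barcode had 6664, 7066 and 7678 UMIs in this order. After the limits on genes and mitochondrial UMIs, 6038, 8155 and 6710 barcodes passed. Of these, 10.9%, 21.7% and 20.9% carried markers of more than 1 lineage and were left out as doublets, which left 5381, 6384 and 5309 cells with medians of 7563, 6728.5 and 8138 UMIs. Immune classes were named for 5240, 6158 and 4965 of them. No replicate check exists for any difference between the groups, so each comparison describes these libraries.

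Apoe (ENSMUSG00000002985), the gene disrupted in the strain on the labels, was read first in every library. The control library held 1090 Apoe UMIs, or 16.3 CPM (95% interval 15.4 to 17.3), and the WD library 1801, or 19.3 CPM (18.4 to 20.2). The library labelled HHcy held 39368, or 374 CPM (371 to 378), which goes against its label. Among B cell-, T cell-, macrophage/monocyte- and neutrophil-like cells, the level was highest in macrophage/monocyte-like cells, where Apoe reached 1158 CPM against 29.1 CPM in the control and 27.1 CPM in the WD library. In the library labelled HHcy these cells held 13189 Apoe UMIs, B cells 1894 and neutrophils 118, and most of the Apoe UMIs lay in barcodes outside these 4 classes, which were in part left out of the comparisons. In B cell-like cells it was 59.2 CPM against 5.94 and 7.45 CPM. T cell-like cells, which should lack Apoe, held 40 UMIs in the library labelled HHcy (25.8 CPM), 2 in the WD library (2.91 CPM) and 0 in the control, where a count of 0 allows up to 4.69 CPM. Because of this, the library is called the library labelled HHcy throughout, and every direction drawn from it compares a library whose Apoe went against its label.

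Within the macrophage/monocyte-like cells, Apoe was uneven from cell to cell. In the library labelled HHcy, 185 of 1199 cells (15.4%, 13.4 to 17.6%) held 10 or more Apoe UMIs, with up to 491 in a cell, while 1 of 1980 control cells and 2 of 2684 WD cells did. These 185 cells had 6781 CPM of Apoe, and the other macrophage/monocyte-like cells of that library had 79.8 CPM. The share of cells with any Apoe UMI was 46.7% in macrophages/monocytes of the library labelled HHcy, at a median of 8291 UMIs, against 17.9% in its T cells at a median of 5946 UMIs. In the control library the corresponding shares were 15.8% at 7423.5 UMIs and 0 of 127 T cells at 3637 UMIs, which allows a share of up to 2.36%. In the WD library they were 17.3% at 9150 UMIs and 1.56% at 4643.5 UMIs. With every cell thinned to 1000 UMIs, 9.56% (7.94 to 11.4%) of macrophages/monocytes in the library labelled HHcy held 5 or more Apoe UMIs, against 0.0262% of its B cells. In the thinned control and WD macrophages/monocytes this share was 0 of 1951 cells, which allows up to 0.154%, and 0 of 2660 cells, which allows up to 0.113%. Thinning left out 29, 17 and 24 macrophages/monocytes and 52, 80 and 50 B cells with fewer UMIs in the control, HHcy and WD libraries.

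Sex-linked genes were alike in the 3 libraries. Xist (ENSMUSG00000086503) was at 1361, 1284 and 1248 CPM in the control, HHcy and WD libraries. Among the Y-linked genes, Ddx3y, Eif2s3y and Kdm5d had 0 UMIs in each library, and Uty had 1, 2 and 2 UMIs.

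Class shares were compared to ask which immune cells each treatment changed in number relative to the others. B cell-like cells made up 45.5% (44.1 to 46.9%) of the immune-named cells in the control, 63.3% (62.1 to 64.6%) in the library labelled HHcy and 27.7% (26.5 to 29.0%) in the WD library. The log2 ratio to control was 0.48 (0.43 to 0.53) for the library labelled HHcy and -0.71 (-0.79 to -0.64) for the WD library. Among the alternatives, naming each cell by its own markers moved the first ratio most, to 0.37. Macrophage/monocyte-like cells moved the other way, from 37.8% (36.5 to 39.1%) in the control to 19.5% (18.5 to 20.5%) in the library labelled HHcy and 54.1% (52.7 to 55.5%) in the WD library. Barcodes with B cell and myeloid markers, left out as doublets, numbered 451, 1347 and 924 in the control, HHcy and WD libraries. Those with myeloid markers alone numbered 1742, 1142 and 2588. The size of the fall in the library labelled HHcy may therefore depend on the doublet rule, and its log2 ratio was -0.70 with doublets kept. Conventional dendritic-like cells fell from 8.80% to 4.27% in the library labelled HHcy and were at 8.30% in the WD library. Neutrophil-like cells were 3.59% in the control, 6.69% in the library labelled HHcy and 5.32% in the WD library, with log2 ratios of 0.90 (0.66 to 1.14) and 0.57 (0.30 to 0.83). T cell-like cells were few, with 127 cells (2.42%, 2.02 to 2.88%) in the control, 195 (3.17%, 2.74 to 3.63%) in the library labelled HHcy and 128 (2.58%, 2.16 to 3.06%) in the WD library. Barcodes with T or NK cell markers alone numbered 156, 229 and 158 in this order. Those left out for myeloid markers as well numbered 164, 391 and 356, and those with B cell markers 72, 316 and 162. Keeping doublets hardly brought them back, with 126, 188 and 127 T cells named. The log2 ratio of T cells was 0.39 (0.068 to 0.70) for the library labelled HHcy, but it depended on the processing. Its interval included 0 with at most 20% mitochondrial UMIs (0.098, -0.17 to 0.36), with doublets kept (0.22, -0.10 to 0.54), at Leiden resolution 2 (0.27, -0.038 to 0.58) and with each cell named by its own markers (0.28, -0.028 to 0.59), and the ratio changed direction, to -0.14 (-0.51 to 0.24), when each library was clustered on its own. The T cell-like cells also included an unnamed sub-cluster led by NK cell genes, with 59, 57 and 60 cells in the control, HHcy and WD libraries. Without it, in an alternative added after the data were examined, 68, 138 and 68 T cells remained and the ratio was 0.79 (0.37 to 1.204). For the WD library it was 0.089 (-0.26 to 0.44), a difference not detectable at this depth, and 0.078 (-0.40 to 0.56) without that sub-cluster. Plasma-like cells rose from 11 to 56 cells and plasmacytoid dendritic-like cells from 4 to 43 cells in the library labelled HHcy, with 14 and 9 cells in the WD library. Mast-like cells numbered 35, 24 and 12 in the control, HHcy and WD libraries, with log2 ratios of -0.78 (-1.52 to -0.030) and -1.47 (-2.41 to -0.52). The intervals for ILC2-like and NK-like cells included 0 in both comparisons. Cell names were rebuilt here from markers, so differences from the study may come from the names.

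**Figure D1:**
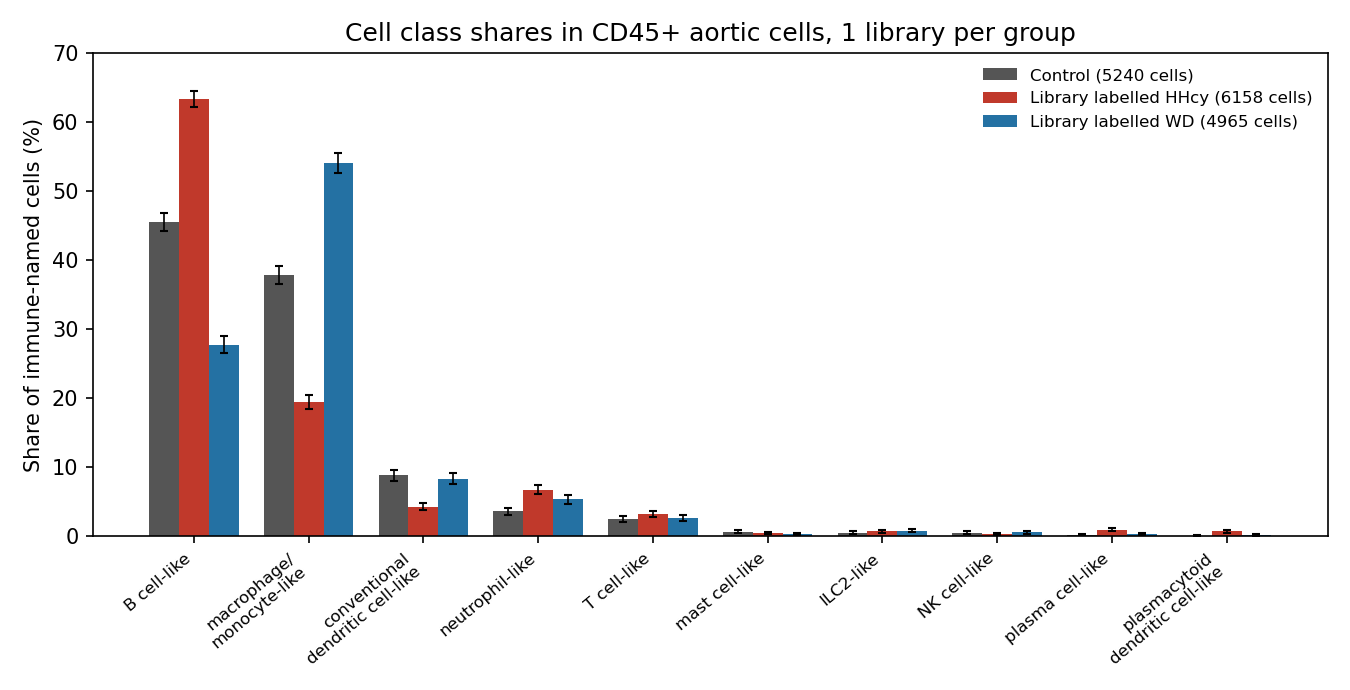
Share of immune-named cells (%) in each cell class, with 1 bar per library and exact 95% intervals for counting error as error bars. B cell-like cells were at 45.5% in the control, 63.3% in the library labelled HHcy and 27.7% in the WD library, and macrophage/monocyte-like cells at 37.8%, 19.5% and 54.1%.

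The number of B cells per T cell bears on the question of B cell and T cell interactions. It was 18.8 (15.7 to 22.6) in the control, 20.005 (17.3 to 23.2) in the library labelled HHcy and 10.8 (8.97 to 12.997) in the WD library. The log2 ratio of the library labelled HHcy to control was 0.092 (-0.24 to 0.42), so no difference was detectable in this setting. The interval was above 0 under 2 alternatives, at 0.59 (0.20 to 0.98) when each library was clustered on its own and at 0.38 (0.098 to 0.66) with at most 20% mitochondrial UMIs. It went the other way, to -0.31 (-0.74 to 0.11), without the T cell sub-cluster led by NK cell genes, so its direction depended on which cells were counted as T cells. The WD library was lower than the control (-0.80, -1.17 to -0.44), and the library labelled HHcy was above the WD library (0.90, 0.56 to 1.23). Without that sub-cluster these values were -0.79 (-1.29 to -0.30) and 0.48 (0.053 to 0.91). All of these counts leave out barcodes with markers of T or NK cells and of another lineage. In each library such barcodes outnumbered those with T or NK cell markers alone, so the values describe only the T cells that the doublet rule kept.

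Sub-clusters were compared to ask whether the make-up of the classes differed. B1-like cells, which carry markers of an innate-like B cell, were 45.9% (43.9 to 47.9%) of B cells in the control, 16.5% (15.3 to 17.7%) in the library labelled HHcy and 32.8% (30.3 to 35.3%) in the WD library. Naive follicular B-like cells were 26.6% (24.8 to 28.4%), 60.6% (59.0 to 62.1%) and 30.7% (28.3 to 33.2%) in the same order. The log2 ratios for the library labelled HHcy were -1.48 (-1.60 to -1.36) for B1-like cells and 1.19 (1.09 to 1.29) for naive follicular B-like cells, and those for the WD library were -0.49 (-0.61 to -0.36) and 0.21 (0.059 to 0.36). Most of the naive follicular B-like cells came from 1 sub-cluster with 378, 2167 and 285 cells in the control, HHcy and WD libraries. As most of its cells came from the library labelled HHcy, it can stand for that library and not for a cell type. It also held 15.9% of control and 20.7% of WD B cells. Within it, its leading genes had median log2 ratios of -0.048 (HHcy) and -0.037 (WD). Cells enter a sub-cluster by such genes, so these values do not settle what it stands for. The smaller naive follicular B-like sub-cluster went the other way in the library labelled HHcy. It held 10.7%, 5.05% and 10.0% of B cells in the control, HHcy and WD libraries. Unnamed sub-clusters held the remaining B cells. Classical monocyte-like cells were 14.6%, 16.9% and 8.61% of macrophages/monocytes, with log2 ratios of 0.21 (-0.028 to 0.45) and -0.77 (-1.002 to -0.53). Sub-cluster resolution 1 moved the former most among these 4 subsets, to 0.59. Non-classical monocyte-like cells were 23.7%, 18.1% and 14.4%, with log2 ratios of -0.39 (-0.60 to -0.18) and -0.72 (-0.90 to -0.54). Foamy and resident-like macrophages and the T cell subsets were not compared, because their leading genes differed between libraries or their cells were too few. Foamy macrophage-like cells held 16.3%, 15.5% and 21.4% of macrophages/monocytes, and resident-like macrophages 20.9%, 27.9% and 18.7%. Among T cells, naive T-like cells numbered 23, 66 and 16, regulatory T-like cells 18, 30 and 24, and gamma-delta or IL-17 T-like cells 16, 22 and 20. The unnamed T cell sub-cluster led by NK cell genes held 46.5%, 29.2% and 46.9% of T cells.

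Gene lists were compared to ask which programmes differed within a class, again with a library labelled HHcy whose Apoe went against its label. The MHC class II presentation list was higher in B cells of that library, with a median log2 ratio of 0.52 (0.48 to 0.55) above all random lists, 11 of its 11 genes higher. Giving both libraries the same sub-cluster mix moved it most downward, to 0.25. In B cells of the WD library the median was 0.18 (0.16 to 0.24), at percentile 99.95. In macrophages/monocytes this list was at 0.18 and -0.069, the latter at percentile 24.3 and reversed under 4 alternatives. The B cell activation list was lower in B cells, at -0.20 (-0.23 to -0.16) and -0.13 (-0.19 to -0.0155) for the HHcy and WD libraries, at percentiles 1.14 and 0.37. The T cell activation list fell in T cells of the library labelled HHcy, with a median of -0.42 (-0.59 to -0.28) at percentile 0.09, and was at 0.24 (0.0075 to 0.39) at percentile 97.1 in the WD library, where thinning to 1000 UMIs reversed it to -0.40. The T cells compared here include the unnamed sub-cluster led by NK cell genes, whose share was 29.2% in the library labelled HHcy against 46.5% in the control, and with the same sub-cluster mix the former median was -0.13. This limit holds for each T cell expression result. The naive T cell list was higher in T cells of the library labelled HHcy (0.58, 0.27 to 0.67, percentile 99.99) and lower in the WD library (-0.20, -0.42 to -0.027, percentile 3.01). Over the alternatives the former ranged from 0.065 to 0.68.

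In macrophages/monocytes, the foam cell list fell in the library labelled HHcy, with a median of -0.35 (-0.38 to -0.31) below all random lists, and was higher in the WD library (0.21, 0.19 to 0.23, percentile 99.87). Thinning to 1000 UMIs brought the former to -0.072, and the same sub-cluster mix brought the latter to 0.023. The cell cycle list was at -0.76 (-0.94 to -0.63) in the library labelled HHcy and 0.57 (0.49 to 0.69) in the WD library, where a sub-cluster of cycling cells held 28, 6 and 76 cells in the control, HHcy and WD libraries. The LXR targets list was at -0.15 and 0.17, at percentiles 7.95 and 98.1. The inflammatory macrophage list was at 0.029 and -0.13, within the range of the random lists. The interferon-stimulated list was higher in the WD library, at 0.74 (0.69 to 0.85) in B cells and 0.39 (0.32 to 0.47) in macrophages/monocytes, above all random lists in both, with 19 of 19 and 18 of 19 genes higher. In the library labelled HHcy it was at 0.14 and 0.13 in these classes, at percentiles 99.49 and 99.88, and in T cells it was at -0.25 and 0.086.

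The dissociation and heat shock response list fell in each class of the library labelled HHcy, at -0.32 in B cells, -0.75 in T cells and -0.12 in macrophages/monocytes. In the WD library it was at -0.022, -0.41 and -0.066. In T cells, 0 of 20 genes of this list were higher in the library labelled HHcy and 2 of 20 in the WD library, both at percentile 0.0. A handling shift was therefore not excluded for any T cell expression result, the T cell activation list included. Cholesterol synthesis and uptake fell in B cells of both libraries, at -0.40 (-0.54 to -0.34) and -0.36 (-0.47 to -0.24), below all random lists. In T cells it was at -0.037 and -0.18 and in macrophages/monocytes at 0.067 and -0.14. The one-carbon and homocysteine metabolism list bears on the treatment itself. It was at -0.056 and -0.083 in B cells and 0.18 and 0.077 in T cells, with intervals that included 0 and percentiles from 6.07 to 92.05. In macrophages/monocytes of the library labelled HHcy it was lower (-0.21, -0.33 to -0.080, percentile 1.7), with 10 of 12 genes lower. Over the alternatives this value ranged from -0.27 to -0.075. In macrophages/monocytes of the WD library the list was at 0.061 (0.0014 to 0.19, percentile 80.5). Oxidative phosphorylation was at 0.27 (percentile 99.98) and 0.13 in T cells and at -0.0002 and 0.030 in B cells. Glycolysis was at 0.11 and 0.075 in B cells and 0.12 and 0.094 in T cells. The unfolded protein response list was at -0.025 and 0.061 in B cells and -0.078 and 0.026 in macrophages/monocytes. The cell cycle list was at 0.026 and -0.24 in B cells and 0.35 and -0.35 in T cells, the T cell values reversing under several alternatives. The B cell values were unstable too, reaching -2.70 and -2.69 at their lowest over the alternatives. Between scalings, the median ratio of all genes shifted by more than 0.1 in neutrophils of the library labelled HHcy alone, by -0.20.

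**Figure D2:**
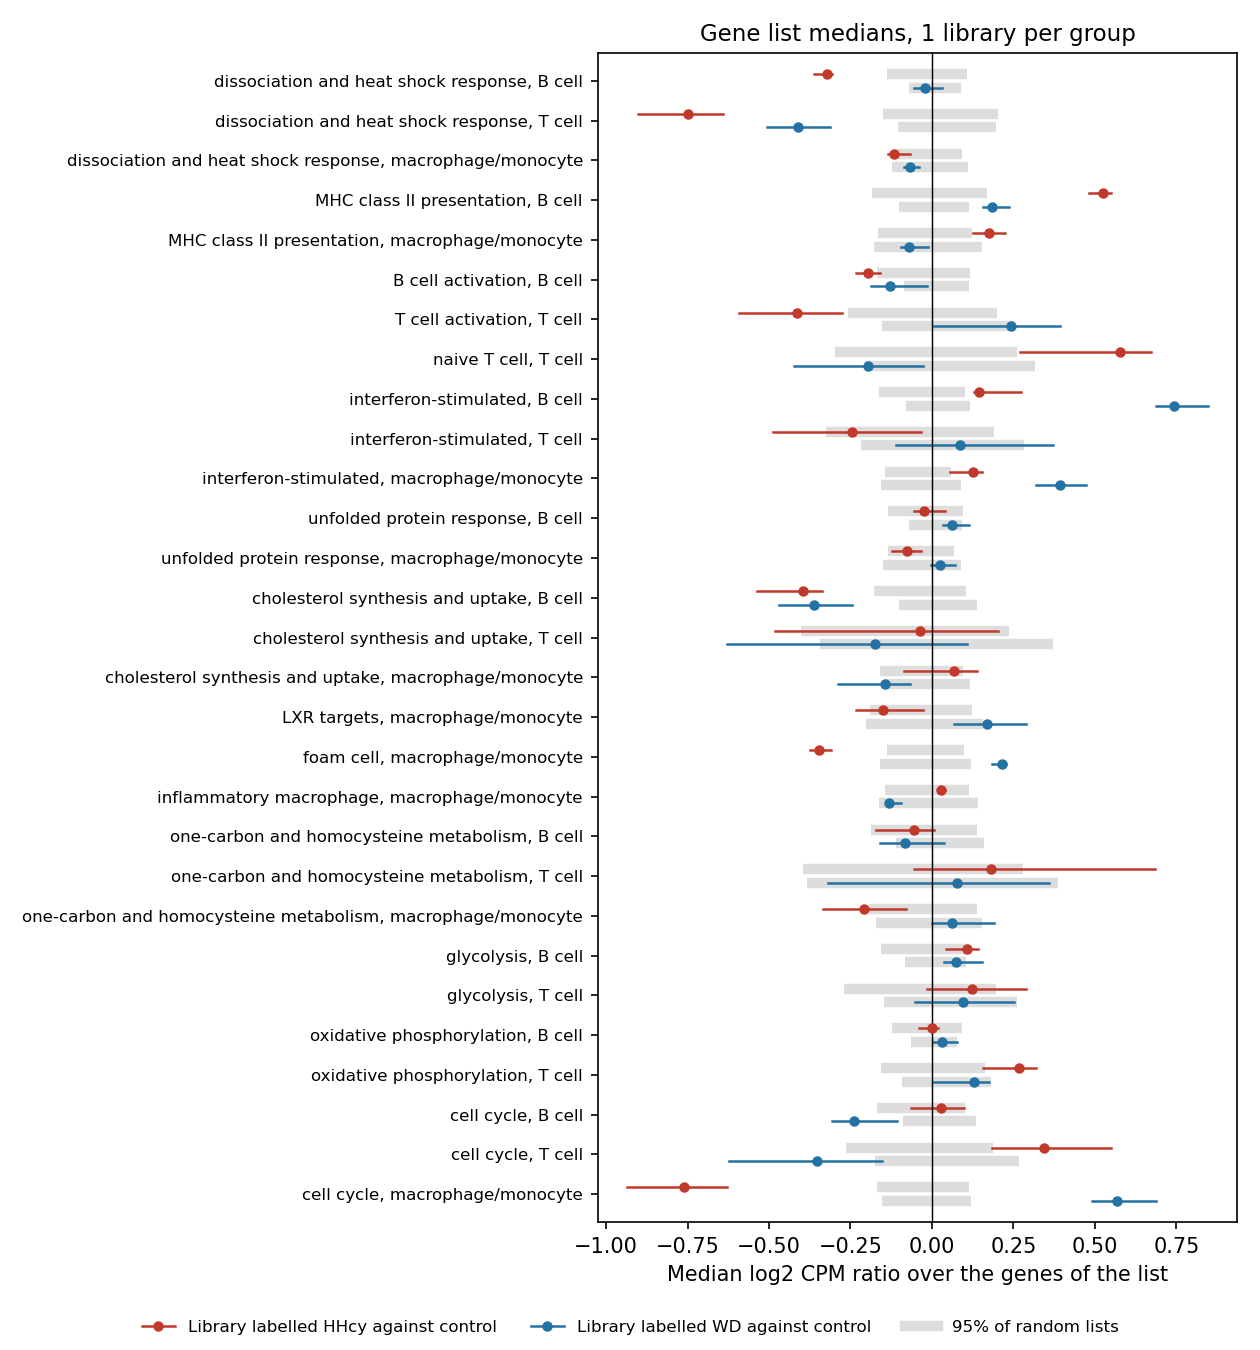
Median log2 CPM ratio to control over the genes of each list and cell class, with the library labelled HHcy and the WD library as points, 95% counting intervals as lines and the range of 95% of random lists in grey. MHC class II presentation in B cells of the library labelled HHcy (0.52) and interferon-stimulated genes in B cells of the WD library (0.74) lay above the grey range.

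Among single genes in B cells, Apoe rose most in the library labelled HHcy by the fixed rule (log2 ratio 3.32, 3.06 to 3.59), at 5.12% of its CPM in macrophages/monocytes, just above the limit for free RNA of 5%. Keeping doublets moved it most, to 3.86. Neurl3 (ENSMUSG00000047180; 1.28, 1.199 to 1.37) and Pxdc1 (ENSMUSG00000021411; 1.31, 1.16 to 1.46) followed. Both were leading genes of the naive follicular B-like sub-cluster that came mostly from that library, and with the same sub-cluster mix they were at 0.40 and 0.12. Zfp811 (ENSMUSG00000055202; -2.45, -2.61 to -2.28), Tppp3 (ENSMUSG00000014846; -1.84, -1.92 to -1.75) and Dnase1l3 (ENSMUSG00000025279; -1.76, -1.86 to -1.65) fell most. Zfp811 and Dnase1l3 were leading genes of a B1-like sub-cluster, and with the same mix the values of these 3 genes were -1.17, -0.69 and -0.64. In the WD library, Mpo (ENSMUSG00000009350; 2.59, 2.41 to 2.78) and Prtn3 (ENSMUSG00000057729; 2.51, 2.35 to 2.68) rose, but 10 cells held 98.6% and 98.5% of their UMIs, and both fell below the control when each library was clustered on its own (-0.75 and -1.02), as did Prtn3 with doublets kept (-0.33). The non-coding gene AY036118 (ENSMUSG00000105361) rose by 1.28 (1.22 to 1.34). Retnla (ENSMUSG00000061100; -1.36, -1.53 to -1.19), Zfp811 (-1.17, -1.34 to -0.99) and Hist1h2ap (ENSMUSG00000094777; -0.87, -0.97 to -0.77) fell, with Retnla at 5.87% of its CPM in macrophages/monocytes.

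In T cells of the library labelled HHcy, Gramd3 (ENSMUSG00000001700; 1.79, 1.34 to 2.26), Ccr7 (ENSMUSG00000037944; 1.76, 1.29 to 2.27) and Sh2d1a (ENSMUSG00000005696; 1.52, 1.03 to 2.05) rose most. Ccr7 was a leading gene of the naive T-like sub-cluster. For these 3 genes, 10 of the 195 cells held 29.1%, 46.0% and 45.7% of the UMIs. Klf4 (ENSMUSG00000003032; -2.22, -2.55 to -1.90), Hes1 (ENSMUSG00000022528; -2.60, -3.61 to -1.67) and Ifng (ENSMUSG00000055170; -1.87, -2.29 to -1.45) fell most. In the control, 10 of 127 cells held 65.7% of the Klf4 UMIs and 72.1% of the Ifng UMIs. As the dissociation and heat shock response list fell in the same T cells, a handling shift was not excluded for these falls. The 35 Hes1 UMIs of the control came from 8 cells, and with at least 500 genes per cell its ratio was -0.11. In the WD library, Gramd3 rose by 1.97 (1.50 to 2.47), with 49.5% of its UMIs in 10 of 128 cells. Fabp5 (ENSMUSG00000027533; 2.60, 1.81 to 3.50) and Ccl8 (ENSMUSG00000009185; 2.70, 1.35 to 4.41) rose as well, at 8.77% of the CPM in conventional dendritic cells and 10.4% of that in macrophages/monocytes, so free RNA was not ruled out by a wide margin. For Ccl8, 10 cells held 51.4% of the UMIs. For Fabp5, 10 cells held 87.8% of the UMIs, and its ratio was 0.32 with each library clustered on its own, 0.93 with the same sub-cluster mix, 0.99 with at least 500 genes and 1.09 with doublets kept. Klf4 (-1.97, -2.39 to -1.56) and Lmo4 (ENSMUSG00000028266; -1.89, -2.40 to -1.40) fell, the latter rising to 0.17 when each library was clustered on its own, and 10 control cells held 83.9% of the Lmo4 UMIs. Penk (ENSMUSG00000045573; -4.10, -7.21 to -2.13) rested on 1 control cell, which held its 32 UMIs.

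In macrophages/monocytes of the library labelled HHcy, Apoe had a log2 ratio of 5.31 (5.19 to 5.44), which fell to 1.46 without the cells that held 10 or more Apoe UMIs. Cd209d (ENSMUSG00000031495; 2.20, 1.98 to 2.42) and Cd209f (ENSMUSG00000051906; 1.89, 1.72 to 2.06) rose next and were leading genes of the resident-like sub-cluster. Cxcl3 (ENSMUSG00000029379; -2.80, -3.13 to -2.49), Spp1 (ENSMUSG00000029304; -2.44, -2.50 to -2.38) and Mfge8 (ENSMUSG00000030605; -1.94, -2.19 to -1.71) fell most. Among the 1980 control cells, 10 held 72.85% of the Cxcl3 UMIs, which 78 cells had at all, 55.9% of the Spp1 UMIs and 78.3% of the Mfge8 UMIs. Cxcl3 and Spp1 were leading genes of a foamy-like sub-cluster, and Spp1 was at 247 CPM against 1340 CPM in the control. In the WD library, Ccl8 rose from 93.8 to 491 CPM (2.39, 2.31 to 2.46), AY036118 by 1.53 (1.48 to 1.59) and Ly6a (ENSMUSG00000075602) by 1.56 (1.46 to 1.67). Ly6a was at 9.91% of its CPM in fibroblast-like cells and led an unnamed sub-cluster that held 8.33%, 6.59% and 21.1% of macrophages/monocytes in the control, HHcy and WD libraries. Mfge8 (-1.87, -2.03 to -1.71), Olr1 (ENSMUSG00000030162; -1.34, -1.47 to -1.21) and Retnla (-1.11, -1.14 to -1.08) fell.

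The 18 ligand and receptor pairs were compared because the series title names B cell and T cell interactions. In B cells of the library labelled HHcy, Icosl (ENSMUSG00000000732) rose from 20.2 to 47.3 CPM (log2 ratio 1.23, 1.08 to 1.39). The same sub-cluster mix moved it most, to 0.18. H2-Aa was higher (0.48, 0.47 to 0.50), as were Ltb (0.41), Cd86 (0.38), Il21r (0.35), Cd27 (0.35), Ifngr1 (0.20) and Cd40 (0.19). Cd80 (-1.05), Cd274 (-0.76), Icam1 (-0.63), Cxcl16 (-0.57) and Tnfsf9 (-0.55) were lower. The weakest values over the alternatives were -0.042 for Cd80, -0.29 for Cd274 and -0.155 for Icam1. In B cells of the WD library, Cxcl16 (0.58), Ltb (0.52), Cd27 (0.45), Cd48 (0.26), Cd40 (0.19), H2-Aa (0.16) and Cd86 (0.10) were higher, and Cd80 (-0.29) and Il21r (-0.11) were lower. In the library labelled HHcy, Cxcl16 (0.29) and Tnfsf9 (0.17) reversed with doublets kept, and Cd40 (-0.015) and Il21r (-0.012) with the same sub-cluster mix. Thinning to 1000 UMIs reversed Cd27 (-0.38), Cd86 (-0.046) and Il21r (0.056) in the WD library. The other B cell genes reported here had intervals that included 0.

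In T cells the UMIs were fewer and the intervals wider. The dissociation and heat shock response list fell in T cells of both libraries, so handling was not excluded as a source of these differences. Cd40lg (ENSMUSG00000031132), which encodes the ligand of CD40, fell from 84.5 CPM in the control to 24.5 CPM in the library labelled HHcy (-1.79, -2.42 to -1.16) and 26.2 CPM in the WD library (-1.69, -2.55 to -0.90). The former reversed to 0.32 when each library was clustered on its own. Pdcd1 (ENSMUSG00000026285) rose from 13 UMIs to 90 and 51 UMIs (1.51, 0.67 to 2.48, and 1.87, 0.97 to 2.87). Tnfrsf4 (ENSMUSG00000029075) rose too (1.46, 0.93 to 2.03, and 1.19, 0.59 to 1.82), as did Cd4 (0.90 and 0.71) and Cd2 (0.39 and 0.35), and Il10ra was lower in both (-0.97 and -0.89). Besides Ifng, Itgal (-0.56), Ccl5 (-0.44) and Cxcr6 (-0.31) were lower in the library labelled HHcy. Ccl5 (0.63) and Icos (0.50) were higher in the WD library. After thinning to 1000 UMIs, Cd2 (-0.18), Cxcr6 (0.18) and Il10ra (0.059) reversed in the library labelled HHcy and Cd4 (-0.32) and Icos (-0.46) in the WD library. With each library clustered on its own, Cxcr6 reversed to 0.77 in the former, and Ccl5 (-1.18) and Cd2 (-0.078) reversed in the latter. With the same sub-cluster mix, Ccl5 (0.20) and Cxcr6 (0.23) reversed in the library labelled HHcy. The intervals of Cd28, Ctla4 and Tnfrsf9 included 0 in both comparisons. Cd70, Il21, Il4 and Ltbr had 0 to 3 UMIs in the T cells of each library, too few for a ratio. The library labelled HHcy in these pairs is the one whose Apoe went against its label.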

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

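All tests in this part were chosen only after the results were seen, and they concern barcodes left out of the comparisons in the main setting: doublets, barcodes rich in mitochondrial UMIs and cells named for non-immune classes. Doublets, and barcodes with 10% to 20% mitochondrial UMIs, entered comparisons only under the alternatives that kept them. What drew attention was a share above that of the control library, with exact 95% intervals that did not overlap. With 1 library per group, a response to treatment stays open and untested for each of them.

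Barcodes with markers of more than 1 lineage made up 21.7% (20.8 to 22.6%) of the passed barcodes in the library labelled HHcy and 20.9% (19.9 to 21.9%) in the WD library, against 10.9% (10.1 to 11.7%) in the control. Free RNA over the marker limits was argued against for barcodes with B cell and myeloid markers. It stays open for the other kinds of pair. These barcodes held B cell markers at 38.8% to 57.9% of their level in B cells, against 2.09% to 3.05% in macrophages/monocytes. They held myeloid markers at 40.65% to 59.3% of their level in macrophages/monocytes, against 1.68% to 3.3% in B cells. Selection for these markers raises their levels in these barcodes. Their median UMIs were 18000 to 20421 over the libraries, against 6416 to 9150 in B cells and macrophages/monocytes. Different depth was argued against. After thinning to the same mean of UMIs per barcode, the shares were 20.8%, 19.5% and 10.9% in the HHcy, WD and control libraries. More cells loaded, with pairs formed at random, would leave the number of pairs per product of single cells alike. It was higher than in the control for each of the 5 kinds of pair in both libraries, with rate ratios of at least 1.44 (1.07 to 1.94 for T or NK with myeloid cells in the WD library). Cells that stuck together or were not fully separated may explain such an excess. The ratio for B cells with myeloid cells was 2.73 (2.37 to 3.14) in the library labelled HHcy, but this test does not separate a handling difference from cells that were in contact in the tissue, so both stay open. The Apoe of the library labelled HHcy went against its label, which limits any reading of its direction.

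Fibroblast-like cells were 1.35% (1.08 to 1.66%) of the cells used in the library labelled HHcy and 3.15% (2.69 to 3.65%) in the WD library, against 0.558% (0.377 to 0.795%) in the control. Undetected doublets with immune cells were argued against by Ptprc, which encodes CD45. It reached at most 54.6 CPM in fibroblast-like cells (27.3 to 97.7 CPM in the control), against 595 to 940 CPM in B cells and macrophages/monocytes. CD45-negative cells that passed the sort are a candidate explanation that the same measure is in line with, as Ptprc was at 27.0 CPM in fibroblast-like cells of the WD library. Why more of them would pass in these libraries was not tested.

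Endothelial-like cells were 0.584% (0.397 to 0.828%) of the cells used in the WD library and 0.186% (0.0892 to 0.342%) in the control. Ptprc in them was at 25.1 CPM (9.22 to 54.7 CPM) in the WD library, far below immune cells, which argued against undetected doublets. No other source of these cells was tested.

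Platelet-like cells were 0.546% (0.366 to 0.784%) of the cells used in the WD library, or 29 cells, against 0.0743% (0.0203 to 0.190%) in the control. Whether they were platelets on or beside an immune cell could not be decided. Ptprc was at 277 CPM in them (102 to 603 CPM), an interval from 6 UMIs that reaches the 595 CPM of B cells, so this candidate explanation stays open.

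Barcodes with over 10% mitochondrial UMIs made up 21.5% (20.6 to 22.4%) of the WD library and 19.5% (18.6 to 20.4%) of the control, while the library labelled HHcy was lower, at 16.3% (15.5 to 17.0%). Damaged cells that lost RNA may explain them. Their median was 2116 UMIs in the WD library against 9914 in the other barcodes, and the medians were 1774 and 8271 in the control and 1781.5 and 8082 in the library labelled HHcy. The test speaks to what these barcodes are in each library, and not to why the WD library had more of them.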

How the results depend on the processing

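The weighting to a common sub-cluster mix, the removal of macrophages/monocytes with 10 or more Apoe UMIs and the removal of the T cell sub-cluster led by NK cell genes were chosen only after the results were seen, while the other alternatives were planned. No paired analysis was possible because each group had 1 library. A value counts here as moved when an alternative took it outside its 95% counting interval. It counts as reversed when it changed sign, or came to 0, from an interval clear of 0. The results that answer a comparison were the shares of B cells, T cells, macrophages/monocytes and neutrophils, the B cells per T cell, the 4 compared subsets, and the MHC class II, B cell activation, T cell activation and foam cell lists. Over 29 such results and 206 alternative values, 155 kept their interval, 47 moved and 4 reversed. Over 133 other results and 1176 values, 835 kept their interval, 285 moved and 56 reversed. Unless a reason is given, the cause was not tested.

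B cell shares kept their direction under all alternatives run, with log2 ratios from 0.37 to 0.55 for the library labelled HHcy and from -0.91 to -0.69 for the WD library. Macrophage/monocyte shares (-1.01 to -0.70 and 0.48 to 0.66), neutrophil shares (0.80 to 1.04 and 0.47 to 0.59) and the MHC class II list in B cells (0.25 to 0.62 and 0.15 to 0.28) did too. The values that answer a comparison stayed within their 95% intervals under Leiden resolutions 0.5 and 2, a minimum of 500 genes or of 50 UMIs, a prior of 10 CPM or a denominator without neutrophils, but this does not mean that each interval stayed clear of 0. The interval of the T cell share of the library labelled HHcy included 0 at Leiden resolution 2 (0.27), with at most 20% mitochondrial UMIs (0.098), with doublets kept (0.22) and with each cell named by its own markers (0.28). Sub-clusters have other numbers at another resolution, so only named subsets could be followed. At sub-cluster resolution 1, classical monocyte-like cells were at 0.59 in the library labelled HHcy and -0.41 in the WD library. A germinal centre B-like sub-cluster of 20, 7 and 2 cells appeared at this resolution.

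With at most 20% mitochondrial UMIs, the B cells per T cell of the library labelled HHcy had an interval above 0 (0.38, 0.098 to 0.66), and the macrophage/monocyte share was at -0.85 for HHcy against control and -1.37 for HHcy against WD. With at most 5%, the B cell share was at 0.55 and -0.91 for the HHcy and WD libraries and 1.46 for HHcy against WD, where the macrophage/monocyte share was at -1.38. When each cell was named by its own markers, the B cell share was at 0.37 and -0.80, and the macrophage/monocyte share was at 0.66 for the WD library and -1.64 for HHcy against WD. With at least 500 genes, the cell cycle list in T cells reversed to -0.20 (HHcy) and 0.36 (WD).

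With doublets kept, the B cell share was at 0.41 and -0.80 for the HHcy and WD libraries, and the macrophage/monocyte share was at -0.70 for HHcy and -1.24 for HHcy against WD. MHC class II in B cells was at 0.56 (HHcy), T cell activation at -0.82 (HHcy) and, reversed, -0.065 (WD), and the foam cell list at -0.60 (HHcy) and 0.15 (WD). Reversed in the library labelled HHcy were Cxcl16 (0.29) and Tnfsf9 (0.17) in B cells and the inflammatory macrophage list (-0.25). Reversed in the WD library were Prtn3 in B cells (-0.33), the glycolysis (-0.028), oxidative phosphorylation (-0.026) and unfolded protein response (-0.033) lists in B cells, cell cycle in T cells (0.55) and MHC class II in macrophages/monocytes (0.081). Doublets bring RNA of another class by construction.

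With each library clustered on its own, the B cells per T cell were at 0.59 for HHcy against control and 1.42 for HHcy against WD, and the T cell share of the library labelled HHcy reversed to -0.14. MHC class II in B cells was at 0.62 and 0.28, T cell activation at -0.072 and, reversed, -0.0028, and the foam cell list at 0.12 in the WD library. Reversed in the library labelled HHcy were Cd40lg (0.32), Cxcr6 (0.77) and cell cycle (-0.63) in T cells and glycolysis in B cells (-0.038). Reversed in the WD library were Ccl5 (-1.18), Cd2 (-0.078) and Lmo4 (0.17) in T cells, Mpo (-0.75), Prtn3 (-1.02), glycolysis (-0.11), oxidative phosphorylation (-0.067) and unfolded protein response (-0.19) in B cells, and MHC class II in macrophages/monocytes (0.039).

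After thinning to 1000 UMIs, which leaves few UMIs per gene, MHC class II in B cells was at 0.56 (HHcy), T cell activation at -0.90 (HHcy) and, reversed, -0.40 (WD), and the foam cell list at -0.072 and 0.26. Reversed in the library labelled HHcy were Cd2 (-0.18), Cxcr6 (0.18), Il10ra (0.059), cell cycle (-0.31) and interferon-stimulated (0.0) in T cells and the inflammatory macrophage list (-0.0008). Reversed in the WD library were Cd27 (-0.38), Cd86 (-0.046), Il21r (0.056) and unfolded protein response (-0.023) in B cells, Cd4 (-0.32), Icos (-0.46) and oxidative phosphorylation (-0.015) in T cells, and MHC class II (0.075) and one-carbon metabolism (-0.0017) in macrophages/monocytes. Thinning also gives each cell the same weight, so its effect cannot be put down to depth alone. The T cell results and the list medians near 0 therefore depend on depth, cell weighting or both.

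With every cell weighted equally, B cell activation was at -0.24 (HHcy), MHC class II in B cells at 0.15 (WD), and the foam cell list at -0.14 and 0.33. Reversed were cell cycle (-0.13) and interferon-stimulated (0.022) in T cells of the library labelled HHcy, and cell cycle in B cells (0.0072) and MHC class II in macrophages/monocytes (0.0019) of the WD library. Scaling by the median of ratios gave 0.56 for MHC class II in B cells (HHcy) and -0.31 and 0.23 for the foam cell list. A class total without mitochondrial, ribosomal and receptor genes gave 0.15 for MHC class II in B cells (WD) and reversed oxidative phosphorylation there to -0.0012.

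With libraries weighted to the same sub-cluster mix, B cell activation was at -0.094, MHC class II in B cells at 0.25 and T cell activation at -0.13 in the library labelled HHcy, and the foam cell list was at -0.16 and 0.023. Reversed in the library labelled HHcy were Cd40 (-0.015), Il21r (-0.012) and interferon-stimulated (-0.11) in B cells, Ccl5 (0.20), Cxcr6 (0.23) and cell cycle (-0.065) in T cells, and LXR targets (0.0012), inflammatory macrophage (-0.0065), interferon-stimulated (-0.026) and cell cycle (0.020) in macrophages/monocytes. The last value is void, since the cycling sub-cluster was too small to enter and 10 of 11 sub-clusters were used. Reversed in the WD library were the cell cycle (0.012) and naive T cell (0.034) lists in T cells, from 4 of 5 sub-clusters, and the naive T cell value follows by construction from an equal share of the naive T-like sub-cluster. Without macrophages/monocytes that held 10 or more Apoe UMIs, the foam cell list of the library labelled HHcy was at -0.27.

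Without the T cell sub-cluster led by NK cell genes, the T cell share of the library labelled HHcy was at 0.79, and the B cells per T cell were at -0.31 for HHcy against control and 0.48 for HHcy against WD. This follows from the smaller part that this sub-cluster had of the T cells of the library labelled HHcy (29.2% against 46.5% in the control).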

Other observations

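The tests of Apoe, Igkc and Ighm, sub-cluster mix, T cells without the sub-cluster led by NK cell genes, the foam cell list, the interferon-stimulated list and thinning of the T cell activation list were chosen only after the results were seen, as was the share of B cells without macrophages/monocytes. The other tests were written down before.

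B cells had a higher share in the library labelled HHcy than in the control, with a log2 ratio of 0.48. The planned tests did not decide on a change in another class alone, which would raise B cells only because shares add up to a fixed sum. The number of B cells per T cell was at 0.092 (-0.24 to 0.42), but its interval was above 0 under 2 alternatives (0.59 and 0.38), and it was at -0.31 without the T cell sub-cluster led by NK cell genes. The denominator without neutrophils decides nothing, because neutrophils rose and leaving them out could only raise the ratio. Without macrophages/monocytes, B cells were 78.7% of the remaining cells against 73.1%, a log2 ratio of 0.11 (0.069 to 0.14). Per conventional dendritic cell they rose by 1.52 (1.29 to 1.75), and per neutrophil they fell by 0.42 (-0.68 to -0.16). The classes therefore moved apart by more than counting error, so a change in macrophages/monocytes alone was not the whole cause, although the ratio was much smaller without them. Conventional dendritic cells fell as well, from 8.80% to 4.27%. B cells did not rise per neutrophil, and per T cell the interval included 0. A gain of B cells beyond a fall of macrophages/monocytes and conventional dendritic cells was therefore not shown. The limits on genes and mitochondrial UMIs were argued against, since the ratio was at least 0.41 over 4 alternative filters, doublets kept among them. Doublet removal was not decided. The library labelled HHcy had 1347 barcodes with B cell and myeloid markers and 1142 with myeloid markers alone, against 451 and 1742 in the control. With doublets kept, each barcode was given at most 1 class, and 980 in the library labelled HHcy and 499 in the control stayed unnamed, outside the shares.

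Lymph node or other lymphoid tissue taken along with the aorta may have raised B cells in the library labelled HHcy. The planned test needed the naive T cell list to follow the B cell share. It was at 0.58 (0.27 to 0.67) in T cells of that library, but as low as 0.065 over its alternatives. It was at -0.20 in the WD library, where the B cell share was lower. Naive follicular B-like cells of the library labelled HHcy rose as a set, although their smaller sub-cluster fell from 10.7% to 5.05% of B cells. The planned test also needed the B cells per T cell to stay about the same. In the library labelled HHcy they did so at 0.092, but not with each library clustered on its own (0.59) or at most 20% mitochondrial UMIs (0.38). Without the T cell sub-cluster led by NK cell genes they were at -0.31 (-0.74 to 0.11). They were lower in the WD library (-0.80). This part of the test was therefore not settled, and the explanation stays open. Adventitial lymphoid tissue that grew with treatment would give the same values, so this response stays open and untested. Cells of mice with a working Apoe gene could also carry the difference, but B cells held too little Apoe to tell. In the library labelled HHcy, 0.487% of B cells had 10 or more Apoe UMIs.

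The Apoe UMIs of the library labelled HHcy went against its label. Free RNA was argued against, since 9.56% of macrophages/monocytes held 5 or more Apoe UMIs after thinning against 0.0262% of B cells of the same library. That test does not speak to the lower Apoe of its T cells, B cells and neutrophils (25.8, 59.2 and 48.7 CPM), for which free RNA stays open. Cells of mice with a working Apoe gene mixed with cells of knockout mice may explain the uneven levels. In the resident-like macrophage sub-cluster, after thinning, 24.6% of cells held 5 or more Apoe UMIs, 58.2% held none and 17.2% held 1 to 4, as a mixture would. A whole library of mice with a working gene stays open, because how many such macrophages lack Apoe UMIs at this depth is not known from these data, and 58.2% with none does not decide it. A response in part of the macrophages, with transcripts of the disrupted gene, stays open and untested. No test here separates these explanations, so the treatment of this library and its genotype are confounded in each comparison that uses it.

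Handling may have shifted expression in several classes at once. The dissociation and heat shock response list fell in B cells (-0.32), T cells (-0.75) and macrophages/monocytes (-0.12) of the library labelled HHcy, at percentiles 0.0, 0.0 and 2.04, as a planned test of dissociation required. A response to treatment that lowers these genes would look the same and was not tested.

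Free RNA from B cells in other classes gave a mixed picture. The median ratio of B cell markers was -0.50 in T cells of the library labelled HHcy, with 5 markers higher and 7 lower, 0.51 in its macrophages/monocytes and 0.20 in its neutrophils, so the planned test left this open for the markers as a set. The B cell share was lower in the WD library, and the median there was below 0 in all 3 classes, at -0.61 in T cells (1 marker higher, 5 lower), -0.33 in macrophages/monocytes (2 higher, 11 lower) and -0.64 in neutrophils (2 higher, 8 lower), so the markers followed the B cell share in each of these classes. Of the medians in both libraries, the one in T cells of the library labelled HHcy went against it. Igkc, a light chain gene left out of the named genes, was higher by 1.31 (1.00 to 1.63) in T cells, 2.26 (2.17 to 2.36) in macrophages/monocytes and 1.77 (1.50 to 2.05) in neutrophils of that library, at 379, 334 and 423 CPM. Ighm, the heavy chain gene that B cells held at 4013 to 4611 CPM over the libraries, did not rise alike. Its ratio was 0.11 (-0.15 to 0.38) in T cells, 0.51 (0.43 to 0.59) in macrophages/monocytes and 0.12 (-0.18 to 0.41) in neutrophils. In neutrophils of that library it made up 25.6% (23.3 to 28.0%) of the UMIs of both genes, below the 32.1% in its B cells, so free RNA from B cells alone was argued against there. In its plasma cells the share was 14.3%, and in its T cells and macrophages/monocytes it was 42.0% and 40.8%. Free RNA from B cells and plasma cells together may explain the like levels of Igkc in 3 classes, but Ighm leaves this open. In the WD library the intervals of Igkc included 0 in these classes. Ighm was lower there in T cells (-0.70, -1.07 to -0.34) and neutrophils (-0.49, -0.86 to -0.11). In macrophages/monocytes it was higher (0.16, 0.096 to 0.23), against the lower B cell share of that library.

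Different sex of the mice was argued against as a source of expression differences, since the lowest Xist level over the libraries was 1248 CPM and Y-linked genes had 0 to 2 UMIs. Depth was argued against for MHC class II presentation in B cells, which stayed at 0.56 (0.48 to 0.60) after thinning. A different mix of B cell sub-clusters was not its whole cause, since 0.25 (0.24 to 0.27) remained with the same mix, but the mix may explain a part. A response to treatment stays open, as does a library of another genotype.

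The foam cell list in macrophages/monocytes of the library labelled HHcy stayed below 0 with the same sub-cluster mix (-0.16, -0.20 to -0.12) and without the cells that held 10 or more Apoe UMIs (-0.27, -0.32 to -0.25). Neither was therefore the whole cause. Depth could not be excluded, since the list was at -0.072 (-0.18 to -0.0006) after thinning. For the T cell activation list in T cells of the WD library, thinning gave -0.40 (-0.62 to 0.43), an interval that holds both 0 and the unthinned value, so depth could not be decided either.

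The interferon-stimulated list in the WD library was tested against 3 technical explanations. With the same sub-cluster mix it was at 0.50 (0.44 to 0.55) in macrophages/monocytes and 0.62 in B cells. After thinning it was at 0.41 (0.32 to 0.55) and 0.52. The dissociation list was at percentile 20.1 in B cells and 17.2 in macrophages/monocytes, among the random lists. In T cells of this library it was lower (-0.41, -0.51 to -0.31, percentile 0.0), so a handling shift in that class was not excluded. None of the 3 explained the rise in B cells and macrophages/monocytes. A higher interferon response in this library is therefore a hypothesis, raised and tested on the same data. The diet or another difference between these single libraries may underlie it, and neither was tested.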
